A study of Vibrio cholerae with 24 samples. Its data were reported in "QstR-dependent regulation of natural competence and type VI secretion in Vibrio cholerae" (2018).

How the data were processed

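RNA was sequenced from 24 cultures of Vibrio cholerae, 3 in each of 8 groups. The groups combined 2 backgrounds with 4 mini-Tn7 transposons. A mini-Tn7 transposon is a mobile element that inserts a single copy of its cargo at a fixed chromosomal site. The backgrounds were strain A1552, called WT here, and A1552 deleted for hapR and vpsA, called dHapR here. The transposons were an empty element (Tn) and elements carrying an arabinose-inducible copy of strep-tagged tfoX (TntfoX), strep-tagged tfoY (TntfoY) or qstR (TnqstR). All cultures received 0.02% arabinose and were grown at 30 °C to an optical density at 600 nm between 1.5 and 1.8. Groups and replicate numbers were taken from the sample labels.

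The authors depleted ribosomal RNA, made stranded libraries and deposited raw counts of reads per gene, with 1 table per culture and no normalization. For the processing of the reads the study refers to an earlier publication, which was not used here. The labels and the text of the study do not name the aligner, the genome build or the counting program for these tables. The gene lists of the study number the locus tags after the published genome sequence of the species. Each deposited table listed 3693 genes by locus tag and closed with 5 lines of reads not assigned to a gene, in the form that the program htseq-count writes. No reference genome was used here, so coordinates, gene lengths and GC content were not analysed and no check for GC or length bias could be made. The tables do not pair locus tags with gene names. Names were taken from the gene lists that accompany the study, and genes without a name there are given by locus tag. VC0917 was taken to be vpsA before the data were examined, but these lists do not pair the tag with that name, so it is given by its tag. Reads of a native gene and of its copy in a transposon were counted together, so the values of qstR, tfoX and tfoY are sums of both. The counts of hcp-1 and hcp-2 are uncertain because these genes are near-identical copies, and so are those of ribosomal RNA genes and of repeated tRNA genes.

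Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the expression filter of edgeR (filterByExpr, minimum count 10), which kept 3562 genes. All 24 samples entered a model with 1 term per group and no replicate block. P-values were adjusted with the Benjamini-Hochberg method within each comparison. A gene was counted as changed when its adjusted p-value was under 0.05 and its change was at least 2-fold. Standard errors (SE) of log2 changes were taken as the absolute log2 change divided by the square root of the F statistic. Expression levels are TMM-scaled CPM, computed here, that is counts divided by the scaled library total and brought to the same total in every sample. The tRNA totals are CPM without TMM scaling. The common biological coefficient of variation was 0.143 and the median prior degrees of freedom were 4.58. The comparisons numbered 11. In 6 of them an induced group was set against Tn of its background, 1 set dHapR Tn against WT Tn, 1 set TnqstR against TntfoX in WT, and 3 interactions asked whether the effect of QstR, TfoX or TfoY differed between backgrounds. Type VI secretion system (T6SS) genes were taken as VCA0105 to VCA0124, VC1415 to VC1421 and VCA0017 to VCA0022, 33 genes in all. DNA-uptake pilus genes were taken as VC2423 to VC2426, VC2630 to VC2634, VC0857 to VC0862 and VC1612, 16 genes in all.

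The genes named in the text followed a rule set before the data were examined. It covered the manipulated genes, genes discussed by the study, and the genes with the largest changes among those counted as changed and moving in the same direction in all 3 same-numbered pairs (2 higher and 2 lower per comparison of 2 groups, 1 of each per interaction). Which of the genes discussed by the study are given for which comparison was chosen after their values had been seen. The alternatives also set before the data were examined were DESeq2 1.42.0, RLE size factors, no filter on low counts, at least 10 counts in every sample, only the groups of a comparison, a replicate block, a 2-fold change without a test, an adjusted p-value without a minimum change, removal of the 10 genes with the highest totals, and leaving out each sample in turn. The 2 counts that divide the genes raised by TfoX by their response in dHapR were added after seeing the data.

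The fitting steps were tested on simulated counts drawn from the means, library sizes and dispersions of these data, with 200 genes changed by 2 on the log2 scale. edgeR recovered 99.5% of them in the comparison of WT TnqstR with WT Tn, with 2 false calls, and 97.5% in the interaction, with 2 false calls. Assigned reads ranged from 9149440 to 16570957 per sample. No libraries agreed within sampling noise. The chi-square statistic per degree of freedom was between 29.0 and 160.5 for pairs of replicates within a group and at least 29.0 over all 276 pairs of libraries. This excludes only the same library given more than once. That the replicates are separate cultures was taken from the labels.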

Results

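Transcript levels were measured in 24 cultures, 3 per group. TfoX is the regulator of natural competence (the ability to take up DNA), HapR is a regulator that responds to cell density, QstR is an intermediate regulator whose gene depends on both, and TfoY is a relative of TfoX. Between 57.7% and 71.5% of the reads in each table were assigned to a gene. The assigned totals were between 9149440 and 16570957 reads per sample, with a median of 10596048. The 10 genes with the most reads in a sample took between 11.2% and 16.3% of its assigned reads.

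The manipulated genes were examined in every sample to check the labels. qstR (VC0396) was at 3.72 ± 0.432 CPM (SD, n = 3) in WT Tn and at 1609 ± 302 CPM in WT TnqstR. It was at 2.69 ± 0.630 CPM in dHapR Tn and at 2279 ± 53.7 CPM in dHapR TnqstR. tfoX (VC1153) rose from 777 ± 340 CPM in WT Tn to 4686 ± 212 CPM in WT TntfoX, and from 546 ± 9.21 CPM to 4982 ± 517 CPM in dHapR. tfoY (VC1722) rose from 816 ± 104 CPM in WT Tn to 2854 ± 129 CPM in WT TntfoY, and from 1233 ± 131 CPM to 3537 ± 438 CPM in dHapR. Reads of the deleted genes did not disappear in dHapR. hapR (VC0583) was at 6023 ± 1052 CPM in WT Tn and at 26740 ± 4652 CPM in dHapR Tn. The lowest sample of the 12 in dHapR had 19061 CPM and the highest of the 12 in WT had 6908 CPM. VC0917, the locus tag taken as vpsA, was at 3.42 ± 1.06 CPM in WT Tn and at 436 ± 80.0 CPM in dHapR Tn. The counts therefore cannot serve as a check of either deletion.

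**Figure D1:**
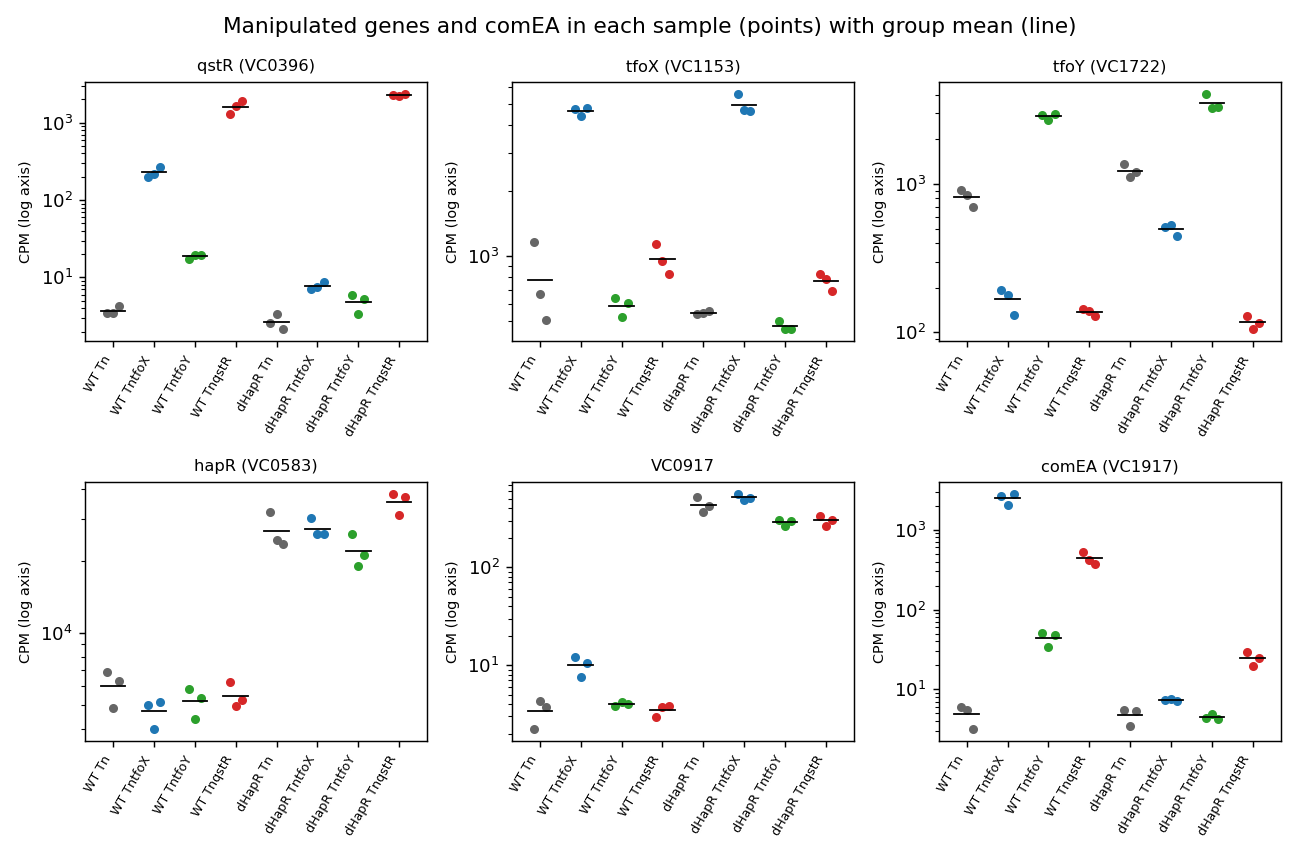
CPM on a log axis for the manipulated genes and comEA in each of the 8 groups, with points for the 3 samples and a line for the group mean. Each induced gene is highest in the groups that carry its transposon, and hapR and VC0917 are higher in all 12 dHapR samples than in all 12 WT samples.

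The comparison of WT TnqstR with WT Tn asked which genes respond when QstR is produced alone. In the quasi-likelihood test of edgeR, 59 genes were higher, of which 8 were tRNA or rRNA genes, and 5 were lower. The alternative that moved these counts most dropped the 2-fold minimum and gave 95 higher and 53 lower. Against the same WT Tn samples, 14 tRNA or rRNA genes were higher with TfoX and 12 with TfoY. A low level in WT Tn would raise each of these numbers, so the tRNA and rRNA genes cannot be assigned to QstR. The labels number the replicates within each group and do not state that equal numbers belong together. Over all groups, deviations from the group mean had a mean correlation across genes of 0.466 between samples with the same number, so same-numbered samples deviated together. The value of −0.231 between samples with different numbers follows from taking deviations within groups of 3 and is not separate evidence. With the replicate number as a block, 64 genes were higher and 7 were lower. Of the 33 T6SS genes, 30 were higher with or without the block, with a median log2 change of 3.26. hcp-2 (VCA0017) rose by 7.33 on the log2 scale (SE 0.291, adjusted p 6.85e-14) and hcp-1 (VC1415) by 6.68 (SE 0.308, adjusted p 6.16e-13), with the reservation that the counts of these near-identical copies are uncertain. vipA (VCA0107) rose by 4.03 (SE 0.225). The largest rises outside the genes discussed by the study were in vgrG2 (VCA0018), by 4.96, and VCA0111, by 4.41. Of the 16 pilus genes, 1 was higher with or without the block, and pilA (VC2423) was not counted as changed, with a log2 change of 0.76 (SE 0.282, adjusted p 0.153) that was positive in all 3 same-numbered pairs. With the block its log2 change was 0.77 and passed the adjusted p (0.000248) but not the 2-fold minimum.

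Among the genes for DNA uptake and processing, comEA (VC1917) rose from 4.92 ± 1.52 CPM in WT Tn to 441 ± 79.1 CPM in WT TnqstR, a log2 change of 6.47 (SE 0.244, adjusted p 3.92e-14) or 88.8-fold. The log2 changes of comF (VC2719), comM (VC0032), VC1479, VC0542, ligA2 (VC1542) and comEC (VC1879) were 4.56, 3.91, 3.09, 3.02, 2.67 and 1.67. comF had only 1 to 6 reads per sample in WT Tn, so the size of its change is uncertain. VC1187 rose by 2.75 and VCA0224 by 2.10. VC0047 rose by 1.06 (SE 0.118, adjusted p 1.13e-06). tfoY fell by 2.56 (SE 0.142, adjusted p 1.15e-11) and dns (VC0470), which encodes an extracellular nuclease, fell by 1.43 (SE 0.148, adjusted p 3.54e-07). Outside the manipulated genes and those discussed by the study, the largest falls were in VCA0772, which fell by 1.66, and VC0812, which fell by 1.14.

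The comparison of WT TntfoX with WT Tn gave 122 genes higher and 40 lower in the test of edgeR, and 131 higher and 39 lower with the replicate block. The same-number correlation of deviations in these groups was 0.417. All 16 pilus genes and 31 of the 33 T6SS genes were higher, as they were with the block. pilA rose by 8.73 (SE 0.365, adjusted p 2.67e-14). The next largest rises outside the genes discussed by the study were in VC0858, by 6.42, and pilC (VC2425), by 6.36. hcp-2 rose by 7.23, hcp-1 by 6.74 and vipA by 4.28. qstR rose by 5.95 (SE 0.206, adjusted p 9.82e-16). comEA rose by 8.97 (SE 0.266, adjusted p 6.61e-17), or 500.1-fold. VC1187 rose by 2.62. VCA0224 rose by 0.85 (SE 0.145, adjusted p 0.00015), which is under 2-fold. tfoY fell by 2.28 (SE 0.141, adjusted p 2.23e-11). dns fell by 2.08 (SE 0.157, adjusted p 8.22e-10). Among genes neither manipulated nor discussed by the study, the largest falls were in VCA0803, which fell by 2.54, and VC1403, which fell by 1.70. The genes raised by both QstR and TfoX in WT numbered 53, or 57 with the block, and 6 genes were counted as raised by QstR only.

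Setting WT TnqstR directly against WT TntfoX asked how far QstR alone matched TfoX. Here 23 genes were higher and 64 lower with TnqstR, or 26 and 65 with the replicate block, where the same-number correlation was 0.497. None of the 33 T6SS genes was counted as changed, although 15 were lower at an unadjusted p under 0.05. Their median log2 difference was −0.28. All 16 pilus genes were lower. comEA was lower with TnqstR by a log2 difference of −2.49 (SE 0.190, adjusted p 2.07e-09) and ligA2 by −1.48 (SE 0.176, adjusted p 2.65e-06). VC1479 was higher by 1.39 and VC0542 by 1.03. The difference was −7.97 for pilA (SE 0.353, adjusted p 1.04e-13) and 2.81 for qstR (SE 0.162, adjusted p 1.52e-11). With manipulated genes and those discussed by the study left aside, the largest differences were 2.16 in VCA0803, 1.59 in VC1424, −6.46 in chiA-2 (VCA0027) and −6.26 in pilC.

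In dHapR, where QstR was produced without HapR, 47 genes were higher and 10 lower against dHapR Tn, or 52 and 12 with the replicate block, where the same-number correlation was 0.560. Of the genes raised, 44 were also raised in WT. The T6SS genes raised again numbered 30 of 33, with a median log2 change of 3.76, and 2 of the 16 pilus genes were raised. pilA rose by 1.14 (SE 0.272, adjusted p 0.00934), or with the block by 1.14 (adjusted p 3.19e-07). vgrG2 rose by 5.41, vasD (VCA0113) by 4.64, VC0047 by 2.28 and ligA2 by 1.91 (SE 0.193, adjusted p 2.39e-07). tfoY fell by 3.40 (SE 0.147, adjusted p 1.51e-13). VC0812 fell by 1.43 and VC0813 fell by 1.29. dns fell by 0.57 (SE 0.121, adjusted p 0.00373), which is under 2-fold. comEA rose by 2.37 (SE 0.225, adjusted p 8.91e-08), from 4.78 ± 1.08 CPM to 24.6 ± 5.01 CPM.

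The interaction tested whether the effect of QstR differed between backgrounds. The difference was positive (a larger value in dHapR) for 3 genes and negative for 13, or for 6 and 21 with the replicate block, where the same-number correlation was 0.399. Of the 16 genes, 8 were tRNA or rRNA genes. comEA had an interaction of −4.11 (SE 0.323, adjusted p 1.16e-07). ligA2 had an interaction of −0.76 (SE 0.265, adjusted p 0.26), and of −0.76 with the block (adjusted p 0.112), so a difference in its response was not detected in either fit, although all 3 same-numbered differences were negative. comM (0.99, adjusted p 0.0364) and dns (0.86, adjusted p 0.0364) passed the adjusted p but not the 2-fold minimum in the test of edgeR. VC0542 (1.34, adjusted p 0.00695), VC0047 (1.22, adjusted p 0.000517) and VCA0224 (−1.27, adjusted p 0.0364) passed both. With only the 4 groups of this interaction in the fit of edgeR, comEA (adjusted p 0.000145) and VC0047 (adjusted p 0.0171) still passed, while VC0542 (adjusted p 0.0604) and VCA0224 (adjusted p 0.262) did not. Neither did comM (adjusted p 0.0615) and dns (adjusted p 0.159). Across the 12 fits that each left out 1 sample, comM passed the adjusted p in 1 and dns in 3. VCA0224 also did not pass with DESeq2 (adjusted p 0.0633). There comM passed both thresholds (1.04, adjusted p 0.00295) and dns the adjusted p (0.0106). With the replicate block, comM (0.00358) and dns (0.00525) passed the adjusted p. Outside the manipulated genes and those discussed by the study, the largest were vasI (VCA0118) at 1.33 and the tRNA gene VCt045 at −2.64.

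In dHapR TntfoX, 86 genes were higher and 26 lower against dHapR Tn, or 90 and 33 with the replicate block, where the same-number correlation was 0.581. All 16 pilus genes were higher, and pilA rose by 7.80 (SE 0.350, adjusted p 1.17e-13). pilN (VC2633) rose by 7.22 and pilM (VC2634) by 6.69. Of the T6SS genes, 1 was higher at the thresholds used and 13 were higher at an unadjusted p under 0.05, with a median log2 change of 0.37. qstR rose by 1.52 (SE 0.214, adjusted p 1.84e-05), to 7.81 ± 0.821 CPM, against 230.0 ± 36.5 CPM in WT TntfoX. comEA changed by 0.64 (SE 0.238, adjusted p 0.0729), which did not pass, and by 0.66 with the block (adjusted p 0.0195), which passed the adjusted p but not the 2-fold minimum. ligA2 rose by 2.66 (SE 0.195, adjusted p 7.43e-10). tfoY fell by 1.31 (SE 0.136, adjusted p 2.22e-07), VCA0803 fell by 2.44 and VC1328 fell by 2.20. Of the 122 genes raised by TfoX in WT, 61 were also raised in dHapR and 61 were not. Of the latter, 42 were also raised by QstR in WT. With the block, 63 were raised in both backgrounds.

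The TfoX interaction was positive for 19 genes and negative for 57, or for 22 and 71 with the replicate block, where the same-number correlation was 0.426. In it, 31 of the 33 T6SS genes had a lower response in dHapR, with a median of −3.17. comEA had an interaction of −8.33 (SE 0.343, adjusted p 4.43e-13) and qstR of −4.43 (SE 0.303, adjusted p 1.42e-09). That of tfoY was 0.97 (SE 0.190, adjusted p 0.00266), under 2-fold. hcp-2 had one of −7.06 (SE 0.415, adjusted p 1.58e-10) and dns of 2.12 (SE 0.198, adjusted p 1.05e-07). Among genes neither manipulated nor discussed by the study, the largest were VC1185 at 1.83 and vgrG2 at −4.76.

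**Figure D2:**
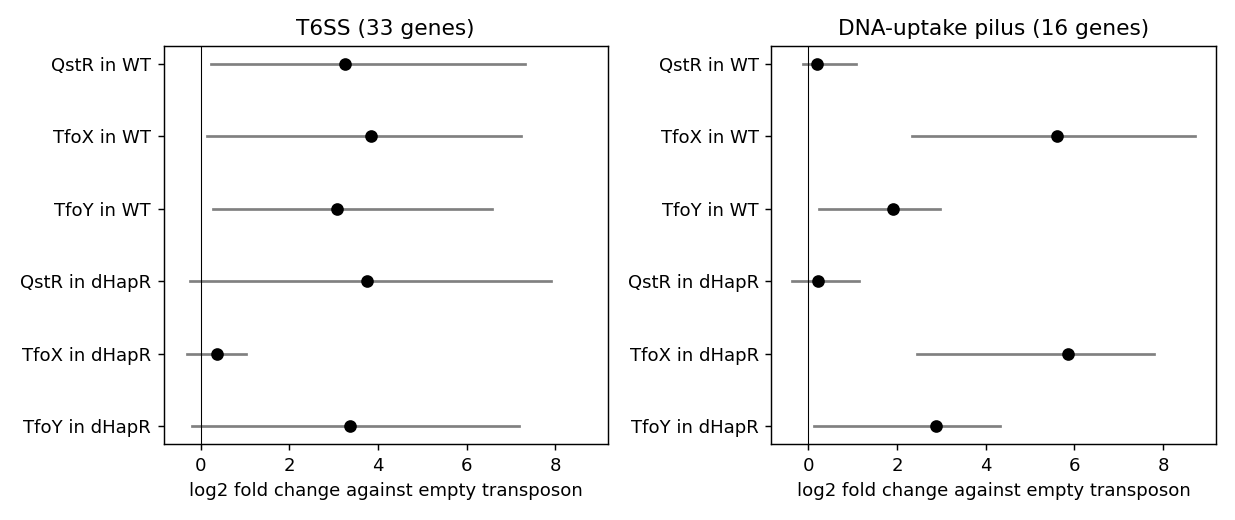
Log2 fold change against the empty transposon (x axis) for the 33 T6SS genes and the 16 DNA-uptake pilus genes, with a point for the median and a line from the lowest to the highest gene in each of 6 comparisons. The T6SS median is 0.37 for TfoX in dHapR and at least 3.08 in the other comparisons, and the pilus median is 0.22 or less for QstR and at least 5.60 for TfoX.

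TfoY was compared with the empty transposon in both backgrounds. In WT, 154 genes were higher and 63 lower, or 157 and 66 with the replicate block, where the same-number correlation was 0.449. Of the T6SS genes 31 were higher and of the pilus genes 10. VCA0095 rose 63.9-fold and chiA-1 (VC1952) rose by 5.86 on the log2 scale, whereas VC1403 fell by 3.90 and VC1402 fell by 3.78. VCA0095 had only 1 to 4 reads per sample in WT Tn and 2 to 4 in dHapR Tn. The size of its changes and of its interaction is therefore uncertain. qstR rose by 2.34 (SE 0.203, adjusted p 7.29e-09) and comEA by 3.15 (SE 0.228, adjusted p 4.39e-10). In dHapR, 280 genes were higher and 168 lower, or 278 and 177 with the block, where the same-number correlation was 0.545. The T6SS genes raised numbered 31 and the pilus genes 12. VCA0095 rose by 9.57 and chiA-1 by 6.50, whereas VCA0697 fell by 3.99 and VC1599 fell by 3.46. comEA was not counted as changed, with a log2 value of −0.07 (SE 0.250, adjusted p 0.85). The interaction was positive for 111 genes and negative for 46, or for 117 and 61 with the block, where the same-number correlation was 0.446. comEA had an interaction of −3.22 (SE 0.339, adjusted p 1.57e-06). With manipulated genes and those discussed by the study left aside, the largest were VCA0095 at 3.57 (SE 0.774) and the ribosomal RNA gene VCr022 at −4.12 (SE 1.28), whose counts are uncertain.

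The effect of the background without an induced regulator was read from dHapR Tn against WT Tn. In dHapR, 154 genes were higher and 374 lower, or 155 and 373 with the replicate block, where the same-number correlation was 0.334. Because dHapR lacks both hapR and vpsA, their effects cannot be told apart. hapR reads rose by 2.15 (SE 0.176, adjusted p 1.29e-09) and VC0917 by 6.97 (SE 0.207, adjusted p 7.2e-17). Outside the manipulated genes and those discussed by the study, the largest rises were in VC0916, by 7.89, and VC0932, by 6.23. VCA0691 fell by 7.60 and VCA0690 fell by 7.55. dns rose by 1.30 (SE 0.127, adjusted p 2.18e-08). Of the 154 genes raised, 52 were tRNA or rRNA genes. In WT, VC0917 also rose with TfoX, by 1.53 (SE 0.210, adjusted p 9.84e-06).

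**Figure D3:**
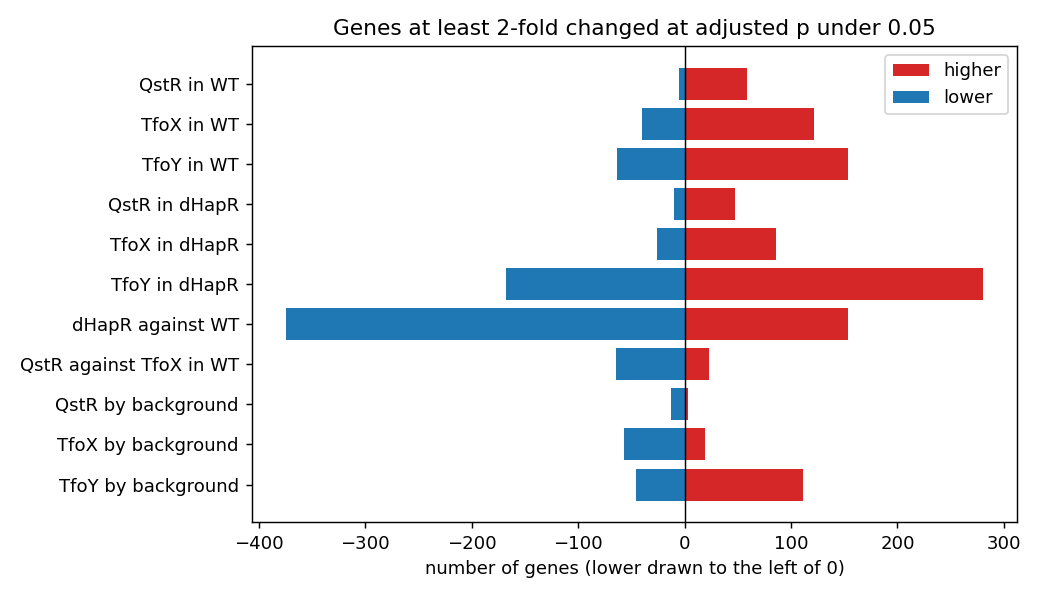
Number of genes changed at least 2-fold at an adjusted p under 0.05 in each of the 11 comparisons, with genes higher drawn to the right of 0 and genes lower to the left. The smallest total is the 16 genes of the QstR interaction and the largest is dHapR against WT, with 154 higher and 374 lower.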

Values the study reported

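The study reported that 51 genes were raised at least 2-fold when QstR was produced by itself and that 8 genes were lowered at least 2-fold. It gave the rise in comEA as about 87-fold with QstR and about 490-fold with TfoX. For VC0047 it gave a rise of about 2-fold with QstR by RNA-seq.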

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

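The interactions and the alternatives listed with the processing were set before the data were examined. The other tests in this part were set out only after the results had been computed. The responses to all 3 regulators differed between WT and dHapR in the interaction tests. The numbers of genes were 16 for QstR, 76 for TfoX and 157 for TfoY. Because dHapR lacks both hapR and vpsA, no interaction can be assigned to a single gene.

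Library size, the few genes with most reads, the normalization and tRNA or rRNA genes were weighed as technical explanations. After every library was thinned to the smallest assigned total, 13, 74 and 154 genes were counted as changed for QstR, TfoX and TfoY. With only the groups of each interaction in the fit, the QstR interaction kept 1 gene higher and 1 lower. With the 10 highest-count genes removed the numbers were 17, 76 and 155, and with RLE size factors they were 17, 79 and 168. Without tRNA and rRNA genes, 8 genes were left for QstR, 66 for TfoX and 140 for TfoY. Uneven recovery of these short or repeated transcripts may therefore account for a large part of the QstR interaction, but not of the other 2. GC content and gene length were not analysed here. In each interaction, 1 of the 4 splits that exchange whole same-numbered pairs of samples between backgrounds, the real split itself, gave as many genes, and the other 3 gave 0. With 4 splits the share cannot be under 0.25, so chance cannot be excluded in this way for any of the 3 interactions.

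Among single genes, comEA had interactions of −4.11 with QstR, −8.33 with TfoX and −3.22 with TfoY. qstR had one of −4.43 with TfoX. Those with QstR were 1.34 for VC0542, 1.22 for VC0047, −1.27 for VCA0224, 1.33 for vasI and −2.64 for the tRNA gene VCt045. Of these 5, VC0047 alone passed the adjusted p with only the groups of the interaction in the fit. Across the 12 fits that each left out 1 sample, VC0542 and VC0047 passed in 12, vasI in 9, VCt045 in 7 and VCA0224 in 2. Those with TfoX were 1.83 for VC1185, −4.76 for vgrG2, −7.06 for hcp-2, whose counts are uncertain, and 2.12 for dns. Those with TfoY were 3.57 for VCA0095 and −4.12 for VCr022, a ribosomal RNA gene whose counts are uncertain and which passed in 6 of 12 such fits. VCA0095 had at most 4 reads per sample in WT Tn and in dHapR Tn, so the size of its interaction is uncertain. With TfoX and TfoY, the lower response of comEA in dHapR may follow the lower level of qstR, which was 7.81 CPM in dHapR TntfoX against 230.0 CPM in WT TntfoX and 4.82 CPM in dHapR TntfoY against 18.7 CPM in WT TntfoY. With QstR, the level of qstR was not lower in dHapR TnqstR than in WT TnqstR, so that response is a candidate for an effect of the background beyond the level of qstR. The comEA interactions kept their sign under every alternative run, including RLE size factors. That with QstR passed the adjusted p with only its own groups in the fit (0.000145), with DESeq2 (1e-31) and with the replicate block (5.71e-09). It also passed in 12 of 12 fits that each left out 1 sample. The thinning and the splits above were made on numbers of genes and not on comEA. What in the background lowers this response was not tested, so such an effect remains a hypothesis, as does any effect of the vpsA deletion.

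Reads outside the gene counts also differed between groups. The share of reads not aligned was 0.736 ± 0.0356% (SD, n = 3) in WT Tn. It was higher in every sample of WT TnqstR (mean 0.839%), WT TntfoX (0.900%), WT TntfoY (0.922%) and dHapR Tn (1.40%) than in every sample of WT Tn. Every sample of dHapR TnqstR (mean 1.56%) and dHapR TntfoX (mean 1.65%) was also above every sample of dHapR Tn. The mean of dHapR TntfoY (1.51%) was higher too, but its lowest sample (1.46%) was under the highest of dHapR Tn (1.47%). The lowest of the 12 dHapR samples had 1.36% and the highest of the 12 WT samples 0.993%. Transcripts that cross the deletion scars and cannot be aligned are a possible source. Over the 12 dHapR samples, the share not aligned had a Pearson r of 0.294 with the hapR CPM (permutation p 0.353) and a Spearman rho of 0.427 (permutation p 0.168). Without the 2 samples farthest from the median, r was 0.244. Taken as deviations from the means of the 4 groups, r was 0.447 (exact permutation p 0.175 within groups) and rho 0.420 (p 0.218), and r was 0.128 without the 2 farthest samples. In the 12 WT samples, which have no scars, r was −0.677 (permutation p 0.0161) and rho −0.538 (p 0.0754), and r was −0.607 without the 2 farthest. The remaining relation computed, of tRNA CPM with the assigned total in WT, had an r of 0.378 (permutation p 0.227) and a rho of 0.531 (p 0.0806), and r was 0.567 without the 2 farthest. Adjusted over these 4 relations, the p-values of r were 0.353, 0.303, 0.0646 and 0.303 in this order, and those of rho were 0.218, 0.218, 0.161 and 0.161. None passed, and the explanation stays open. Library size, contaminating sequence, transposon sequence and library batch were not tested.

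The share of reads of too low alignment quality was higher in every sample of dHapR Tn (mean 1.23%) than of WT Tn. With TntfoX, TntfoY and TnqstR the samples of dHapR and WT overlapped. No explanation was tested. The share of reads outside any gene was 35.5 ± 1.62% (SD, n = 3) in dHapR TnqstR and 32.2 ± 1.76% in dHapR Tn, with no overlap between samples. The two-sided exact permutation p without pairing was 0.1, the smallest that 3 samples against 3 allow. In WT the shares were 31.8 ± 5.20% in TnqstR and 27.3 ± 5.62% in Tn. In 6 of 6 same-numbered pairs over both backgrounds the share was higher with TnqstR, by a mean of 3.91 percentage points. Exchanging samples within these pairs gave a two-sided exact permutation p of 0.0312, the smallest that 6 pairs allow. That p follows from all pairs having the same sign, which was known before the test was chosen, so it adds nothing to the observation. Library preparation was not tested and no biological explanation was tested.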

How the results depend on the processing

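In the 8 comparisons of 2 groups, the numbers of genes counted as changed depended most on the 2-fold minimum. The QstR interaction, and the genes lower in the TfoX interaction, moved further when the test was dropped. With an adjusted p-value alone, the numbers higher and lower were 95 and 53 for QstR in WT, 402 and 339 for TfoX in WT, 588 and 539 for TfoY in WT, 193 and 212 for QstR in dHapR, 343 and 260 for TfoX in dHapR, 808 and 859 for TfoY in dHapR, 888 and 918 for dHapR against WT, and 144 and 246 for QstR against TfoX. The interactions then had 9 genes higher for QstR, 71 higher for TfoX, and 334 higher and 255 lower for TfoY. The T6SS genes raised by TfoX in dHapR became 4, and the pilus genes raised by QstR became 3 in WT and 5 in dHapR. The genes raised by TfoX in both backgrounds, a count added after seeing the data, became 212.

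With a 2-fold change and no test, the QstR interaction had 13 genes higher and 40 lower, the TfoX interaction 86 lower and the TfoY interaction 73 lower. The QstR interaction moved most in the other settings. It had 9 genes higher with DESeq2, 5 with RLE size factors, 5 with at least 10 counts in every sample, 5 without the 10 highest-count genes, and 6 higher and 21 lower with the replicate block. With only its own 4 groups in the fit it had 1 higher and 1 lower. With only the 2 groups of that comparison, the pilus genes raised by QstR in WT became 0, with 5 at an unadjusted p under 0.05 in the fit of all samples. The cause was not tested. Of the 333 comparisons of a count with its value in a setting that kept all samples, 296 stayed within 1.5 times and 37 did not.

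Across fits that each left out 1 sample, the genes lower ranged from 4 to 11 for QstR in WT and from 6 to 11 for QstR in dHapR. The QstR interaction ranged from 2 to 9 higher and from 4 to 16 lower, and the TfoY interaction from 25 to 59 lower. The T6SS genes raised by TfoX in dHapR ranged from 0 to 2, and the pilus genes raised by QstR from 0 to 2 in WT and from 1 to 3 in dHapR. The other counts stayed within 1.5 times in these fits.

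Among named genes, 1644 of 1710 log2 changes recomputed in a setting kept their direction and their side of the adjusted p, while 54 lost it, 3 gained it and 9 reversed. The 1710 include the setting of a 2-fold change without a test. It has no adjusted p, so only the direction could be compared there. All reversals were of genes near 0 that passed the adjusted p in none of these settings. comEA with TfoY in dHapR ranged from −0.26 to 0.11 across the fits that each left out 1 sample and was above 0 without dHapR Tn replicate 1 (0.11) or replicate 3 (0.02). With TfoX in dHapR, VC0542 ranged from −0.049 to 0.12 and vipA from −0.14 to 0.16 across such fits, and vipA was −0.0018 with DESeq2 and −0.0023 with RLE size factors. hapR has no value in the setting that removes the 10 highest-count genes, since it is among them.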

Other observations

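Apart from the comparisons, interactions and alternatives listed with the processing, the tests in this part were set out only after the results had been computed. For each of the 8 comparisons of 2 groups, 1 of the 4 splits of the 6 samples that part all 3 same-numbered pairs gave as many genes, the real split itself, and the other 3 gave 0. The other 6 of the 10 splits part only 1 pair and were not compared. The share cannot be under 0.25, so these counts alone do not exclude chance.

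Reads of hapR and of VC0917 were more numerous in the background named for the deletion than in WT. A mislabelled sample was tested by assigning each sample to the nearer background mean over all tested genes but these 2, with the sample itself left out, and 0 of 24 samples lay nearer to the other background. Since all 12 samples of each background share the pattern, a single mislabelled sample could not produce it. This test would not show an exchange of all background labels. The study describes HapR as required for qstR production and as a repressor of dns. With TfoX, qstR was at 230.0 ± 36.5 CPM (SD, n = 3) in WT and at 7.81 ± 0.821 CPM in dHapR. The lowest dns level in dHapR was 17.5 CPM, in TnqstR, and the highest in WT was 15.3 CPM, in TntfoY. Exchanged labels would turn both differences the other way, so these values argue against such an exchange. More copies or read-through of the whole hapR region was tested with the genes listed beside it. The larger of their log2 changes was 0.523, in VC0585, and VC0582 changed by 0.28, against 2.15 for hapR. A candidate explanation that remains is that part of the hapR gene was kept and is transcribed more in its absence, but coverage along the gene was not analysed here. For VC0917 the neighbours VC0916 and VC0918 rose as well, by 7.89 (SE 0.238) and 2.41 (SE 0.126), so the rise was not confined to VC0917. The study states that vpsA was deleted to offset the increased biofilm production of the hapR mutant. Whether these genes rose from a common cause, or along with that biofilm production, was not tested.

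tfoY was lower with TfoX in dHapR, where qstR was at 7.81 ± 0.821 CPM (SD, n = 3). Residual QstR activity could account for this. Of the 33 T6SS genes, which also respond to QstR, 13 were higher and 2 lower there at an unadjusted p under 0.05, and 1 was higher at the thresholds used. Of 14 genes besides tfoY that the study discussed and that QstR changed in dHapR, 7 changed the same way with TfoX in dHapR and 7 did not. A change the same way need not come from QstR. The study describes induction of pilA by TfoX as independent of quorum sensing, and that of VC0047 as apparently so. It reports VC1187 as induced similarly by TfoX without qstR. In dHapR, pilA rose by 7.80 with TfoX and by 1.14 with QstR, and ligA2 by 2.66 and 1.91. comM and comF rose, by 1.49 and 2.13 on the log2 scale, although comF had only 2 to 5 reads per sample in dHapR Tn. VC1479, VC0542, hcp-2 and vipA were not counted as changed, with log2 values of −0.18, 0.05, 0.17 and 0.01. The genes not counted as changed go against residual QstR activity as the source. From an earlier data set, the study reports repression of tfoY by TfoX as absent or weaker without qstR, which goes the other way. A direct effect of TfoX on tfoY, comM and comF and a difference in sensitivity between promoters were not tested here. The question therefore stays open.

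A difference between backgrounds in the response of ligA2 to QstR was not detected in the interaction test of edgeR (−0.76, SE 0.265, adjusted p 0.26, or 0.112 with the replicate block), but the sign was the same in 3 of 3 same-numbered differences, so a smaller response in dHapR is not excluded. Its level was 114 ± 29.8 CPM (SD, n = 3) in WT TnqstR and 39.9 ± 6.96 CPM in dHapR TnqstR, and it was also lower without induction, at 17.8 ± 3.79 CPM in WT Tn and 10.6 ± 1.29 CPM in dHapR Tn.

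tRNA genes together had 674 ± 159 CPM without TMM scaling (SD, n = 12) in WT and 1136 ± 168 CPM in dHapR. The median TMM factor was 0.932 in WT and 1.09 in dHapR, so TMM scaling would narrow this difference. These samples span 4 groups per background, and no explanation was tested. The lowest group mean was 517 CPM, in WT Tn, and the highest was 1318 CPM, in dHapR Tn. Each Tn group is the reference of all inductions in its background. Changes of tRNA genes in those comparisons and interactions may therefore come from the Tn samples.

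The number of genes lowered at least 2-fold by QstR in WT at an adjusted p under 0.05 was 5. That is lower than the value quoted from the study above. Without the test, or with the replicate block, the number was 7. The number raised was 59. That is higher than the value quoted from the study above. Without the test the number raised was 73, and with the replicate block it was 64, both further from the study's value. Of the 59 genes, 51 were neither tRNA nor rRNA genes. Whether the study left out such genes was not tested.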
